A study of Homo sapiens with 6 samples. Its data were reported in "SF3B1 homeostasis is critical for survival and therapeutic response in T cell leukemia" (2022).

How the data were processed

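The series holds 6 TT-seq libraries of CUTLL1 cells, 3 from cells kept 24 hours with DMSO and 3 from cells kept 24 hours with 3 nM E7107. By the series' design text and the study's methods, the label was 4-thiouridine (500 μM, 10 min), RNA came from a TRIzol extraction and was fragmented, labelled molecules were coupled to MTSEA-biotin and pulled down with streptavidin, ribosomal RNA was removed, and a directional kit gave the libraries. The protocol text on the samples instead names a column kit, poly(A) selection and single reads. The 2 descriptions cannot both hold. Replication-dependent histone and 7SK RNAs, which mostly carry no poly(A) tail, were abundant in the table. This argues against poly(A) selection but does not show that labelled RNA was enriched. No spike-in was named, so values are shares of a library, and a change in the total nascent RNA of a cell would not be seen.

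The authors aligned reads with STAR to hg19 (GRCh37, Ensembl annotation of that build) and counted reads per gene with HTSeq. The study's methods name DESeq2 for the test, whereas the deposited table is that of an edgeR model. The strand setting and the feature that was counted are not given in the sources used here. The deposited table lists 17423 genes with position, strand, biotype and a CPM value per library. In the deposited CPM columns every value was a whole multiple of what 1 read is worth in that library (100% of values within 0.01 reads of a whole number), with no further scaling factor, and all listed genes had more than 1 CPM in at least 2 libraries. The deposited log2 fold change, the log2 mean CPM, the likelihood ratio score and the p-value of each gene are from the authors' own edgeR model, and the authors marked genes as higher or lower at an adjusted p under 0.01. In the authors' deposited table, 6013 genes were higher and 6283 lower at that threshold.

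The main test was limma (version 3.58.1, in R 4.3.3) with a trend on mean expression, on log2(CPM + 0.5), with the group as the only term. Genes with at least 1 CPM in at least 3 of the 6 libraries were tested (16833 genes), and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. A fold change is on the log2(CPM + 0.5) scale, which understates the change of low genes. Gene lists were compared with all other tested genes by camera with a preset correlation between genes of 0.01, and again with an estimated correlation. Fry, which asks if the genes of a list move on balance in 1 direction without comparing them with other genes, gave 22 of 27 lists past the threshold. Duplicate symbols in a list (PSMA2, RBL1) were reduced to the row with the higher mean. All p-values are two-sided.

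The lists named here, the tests of the report and the rule for the genes named were fixed before the data were examined, whereas a list of T cell activation genes and the tests and alternatives described below as later were not. Of 30 lists, 27 had at least 5 tested members. They included DDR (DNA damage response), U2 snRNP and SF3 complex, NOTCH1 targets and replication-dependent histones as primary lists, and SR proteins and hnRNPs, MYC-associated growth genes, T-ALL transcription factors, T cell identity, p53 targets, immediate-early and AP-1, integrated stress and unfolded protein response, heat shock, G1/S and DNA replication, G2/M and mitosis, BCL2 family and apoptosis, cytosolic ribosomal proteins, snoRNA host genes, proteasome, deubiquitinases, nonsense-mediated decay, R-loop resolution, Pol II pausing and elongation, interferon response, cholesterol synthesis, glycolysis, mitochondrially encoded genes, and markers of B, myeloid, erythroid and megakaryocyte, and NK cells. Named genes were the 8 largest rises and 8 largest falls among protein-coding genes that passed the test, had a mean of at least 5 CPM and did not overlap between groups, the 2 largest rises and falls among other biotypes under the same conditions, genes named by the study plus MYC and NOTCH1, and up to 3 largest rises and 3 largest falls that passed in each list described. HIST1H3E was named after its value was seen. Some genes that meet the rule are not reported here.

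Gene span was the end minus the start of the gene in the table. Its relation to fold change was described by Spearman's rho, by camera on 5 span classes, and by an exact permutation test of the difference between genes of at least 100 kb and genes under 20 kb. Biotypes with at least 20 tested genes were compared by camera.

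Because the values are CPM, a count model was not the main test, and whole reads recovered from the CPM steps were tested with edgeR (4.0.16, quasi-likelihood with TMM) and DESeq2 (1.42.0) as alternatives. Other alternatives were another pseudocount, other filters, median-ratio scaling, limma without a trend, a replicate block, and leaving out each library in turn. TMM factors from the recovered reads, CPM without mitochondrial, 7SL and 7SK genes, thinning to the smallest library, and removal of a trend on GC content were added after the data were seen, as were a split of DDR genes by G1/S and S-phase transcription and the tests on mitochondrial strands. GC content and exon number came from the GENCODE annotation lifted to GRCh37, the build of the table, matched by gene ID, with GC content for 96.5% of tested genes and exon numbers for 98.3% of tested protein-coding genes.

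The procedures were tested on simulated data. Counts for 16833 genes were drawn with the real means, dispersions and library sizes of the E7107 and DMSO comparison, with 200 genes changed. Limma recovered 99% of genes changed 4-fold and 85% of those changed 2-fold, and 3.16% of its calls were unchanged genes. In the simulation rises and falls were equal in number, whereas in the data 76.3% of tested genes passed, with more falls than rises. These shares therefore do not cover errors from scaling under so broad a change. Depth ranged from 7411990 to 13258758 counted reads. A count of 0 allows up to 3 reads, or 0.226 to 0.405 CPM depending on the library, which covers counting error only. Replicates differed by more than sampling noise in every pair (chi-square over degrees of freedom 1.95 to 4.28), so none was counted as a repeat of another.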

Results

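Nascent RNA was measured by transient transcriptome sequencing (TT-seq) in CUTLL1, an established human T cell acute lymphoblastic leukemia (T-ALL) line. In TT-seq, cells take up 4-thiouridine for a few minutes, and the labelled, newly made RNA is pulled out and sequenced. The 6 libraries came from cells kept for 24 hours with either vehicle (DMSO, 3 replicates) or 3 nM E7107 (3 replicates), a small molecule that binds the SF3B1 subunit of the U2 snRNP and blocks early spliceosome assembly. Cells were labelled for 10 min with 500 μM 4-thiouridine. DMSO replicates 1, 2 and 3 had 12911876, 13258758 and 13175229 counted reads, and E7107 replicates 1, 2 and 3 had 9672206, 8425523 and 7411990. A single read was therefore worth 0.0754 to 0.0774 CPM in DMSO and 0.103 to 0.135 CPM in E7107, and the E7107 values are the less precise. The labels do not say that replicates came from separate cultures, so the p-values measure the spread between these samples, which may be technical.

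The comparison of E7107 with DMSO asked which genes took a larger or smaller share of the nascent RNA after 24 hours of SF3B1 inhibition. Nascent RNA changed broadly in both directions. Of 16833 genes tested, 5731 rose and 7120 fell after E7107 (limma on log2(CPM + 0.5), Benjamini-Hochberg adjusted p under 0.05). Among these, 1621 rose at least 2-fold and 3163 fell at least 2-fold. The libraries of a group did not overlap those of the other for 13079 genes (77.7%), where chance gives 10%. Replicates correlated at 0.992 or higher within a group, across genes on the log2 scale, and DMSO and E7107 libraries at 0.894 to 0.898. The median log2 fold change over all tested genes was −0.10.

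The largest rises among protein-coding genes were in genes of low level in DMSO cells. CMYA5, a gene for a protein of muscle cells (ENSG00000164309, chromosome 5, 78985700 to 79096063 on hg19), went from 2.75 ± 0.292 CPM in DMSO to 336 ± 16.8 CPM in E7107 (SD, n = 3 each), a log2 fold change of 6.70 ± 0.08 (SE; adjusted p = 1.88e-23). It begins 3.23 kb past the end of PAPD4, a gene on the same strand with 117 CPM in DMSO and 259 CPM in E7107. CTLA4 (ENSG00000163599, chromosome 2, 204732509 to 204738683) and HAVCR2 (ENSG00000135077, chromosome 5, 156512843 to 156569880) encode the inhibitory T cell receptors CTLA-4 and TIM-3. Their log2 fold changes were 5.53 and 5.30, from 0.916 to 63.5 CPM and from 0.689 to 45.3 CPM. HAVCR2 is uncertain, because MED7, a gene on the same strand with 28.3 CPM in DMSO and 41.6 CPM in E7107, ends within it. FNDC7 rose by 6.05, IQUB by 5.47, RASL11A by 5.26, DCAF4L1 by 4.83 and TBR1, a transcription factor of the developing cortex, by 4.83 on the log2 scale. FNDC7 had 7 reads over the 3 DMSO libraries and 1083 over the 3 E7107 libraries, so its fold change depends on the pseudocount.

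Both genes for E-type cyclins, which drive entry into S phase, were among the 8 largest falls of protein-coding genes. CCNE1, which fell most on the log2(CPM + 0.5) scale (ENSG00000105173, chromosome 19, 30302805 to 30315215), fell from 33.2 ± 1.46 to 0.463 ± 0.525 CPM, a log2 fold change of −5.28 ± 0.26 (SE; adjusted p = 5.99e-14). CCNE1 had 13 reads over the 3 E7107 libraries, so its fold change depends on the pseudocount. CCNE2 (ENSG00000175305, chromosome 8, 95891998 to 95908906) fell from 166 ± 9.15 to 9.81 ± 1.67 CPM, a log2 fold change of −4.02. HIST1H1T, a linker histone gene, had a log2 fold change of −4.41, the glycerol kinase gene GK −4.25, the inositol monophosphatase gene IMPA2 −4.23, C14orf64 −4.12, the surrogate light chain gene IGLL1 −4.10 and the tyrosine phosphatase gene PTPN3 −4.05. Among genes that do not code for protein, HSPD1P10, a pseudogene of the chaperonin HSPD1, rose by 5.85 and the lincRNA RP11-1C8.5 by 5.47. The pseudogene PTPRVP had a log2 fold change of −3.93 and the processed transcript AC093415.2 of −3.84. The values of both pseudogenes are uncertain, because reads can be shared with near-identical genes. About as many genes were called on the recovered read counts, 6291 higher and 6597 lower with edgeR. The count of genes at least 2-fold higher depended on low and non-coding genes, and was 978 among genes with at least 5 CPM in 3 libraries and 806 among protein-coding genes alone.

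DDR genes were a focus of the study, which proposed a potential role for SF3B1 in their regulation. Most of them fell in nascent RNA. Of 154 tested members of the DDR list, 106 fell, 28 rose and 20 did not pass, with the same counts adjusted over the list alone. The median log2 fold change of the list was −0.84, and the list lay below the other genes (camera adjusted p = 5.29e-08, and adjusted p = 0.0326 with an estimated correlation). FANCG, a gene of the Fanconi anemia repair pathway (ENSG00000221829, chromosome 9, 35073832 to 35080013), fell from 34.8 ± 1.36 to 6.89 ± 0.429 CPM, a log2 fold change of −2.26 ± 0.10 (SE; adjusted p = 2.12e-14). FANCA (−1.80) and FANCD2 (−1.69) of the same pathway and the checkpoint kinase gene CHEK1 (−1.63) fell on the log2 scale as well. The deepest falls were in RAD54L (−3.77), BRCA2 (−3.55) and CLSPN (−3.48), which act in recombination and at stalled forks. The largest rises were in the polymerase gene POLN (1.98), the demethylase gene ALKBH3 (1.23) and UBE2B (1.03). The list was fixed from textbook knowledge, whereas the genes that the study named were picked from steady-state RNA of the same cell line and treatment, so their direction is not independent of that choice.

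Single DDR genes that the study named differed widely. CHEK2, the checkpoint kinase gene (ENSG00000183765, chromosome 22, 29083731 to 29138410), fell from 56.9 ± 1.25 to 32.5 ± 1.83 CPM, a log2 fold change of −0.80 ± 0.07 (SE; adjusted p = 9.44e-10). ATR fell by 0.40 on the log2 scale. ATM was slightly higher after E7107, with 363 ± 5.74 CPM in DMSO and 392 ± 9.95 CPM in E7107 (log2 fold change 0.11, adjusted p = 0.0335), and stood at −0.05 on the log2 scale when a trend on GC content was removed. The TFIIH gene GTF2H2C, a member of a near-identical gene family and therefore uncertain, had a log2 fold change of −0.21 (adjusted p = 0.0445). GTF2H1, of the same complex, stood at 106 ± 3.37 and 107 ± 3.33 CPM and did not pass (log2 fold change 0.01, adjusted p = 0.825). With a trend on GC content removed, GTF2H1 stood at −0.1450 on the log2 scale and passed (limma, adjusted p = 0.0169). USP7, the deubiquitinase that the study linked to SF3B1, did not pass in the main test (log2 fold change −0.03 ± 0.05, adjusted p = 0.558).

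**Figure D1:**
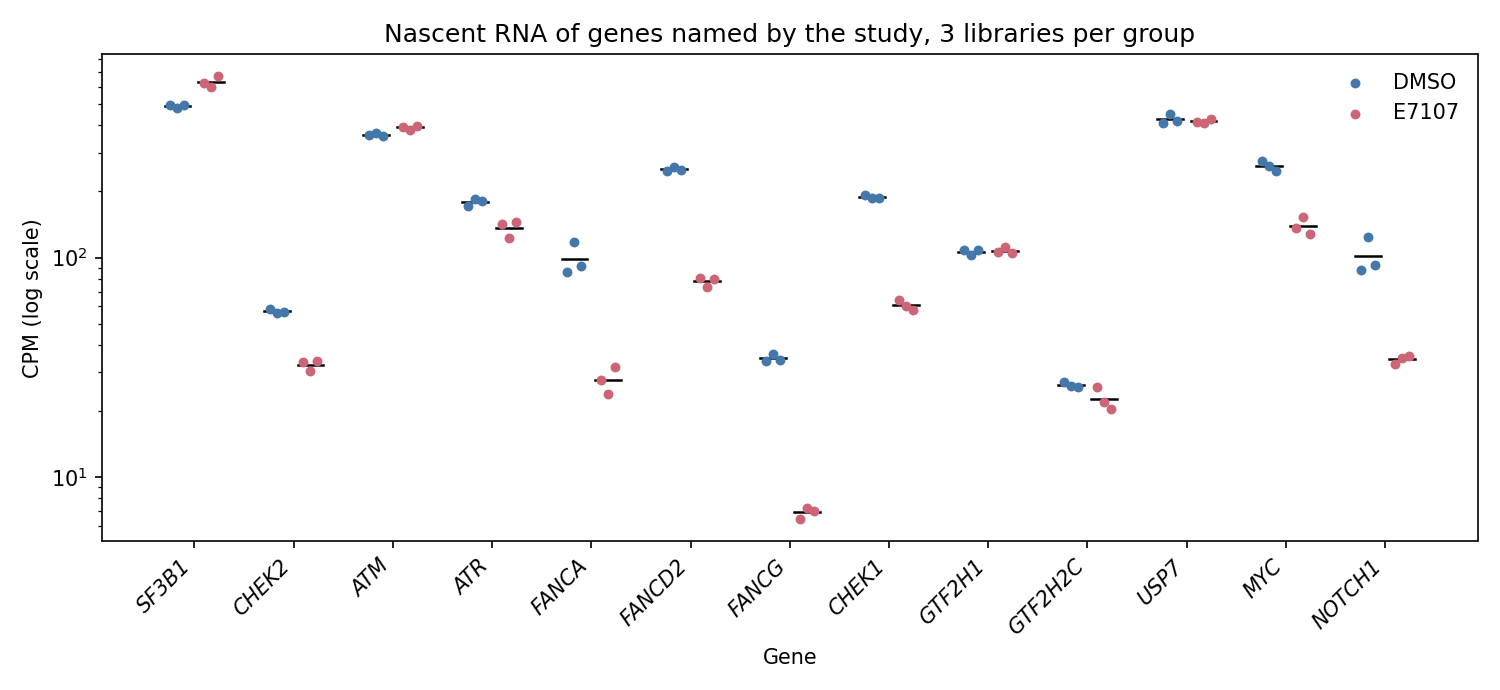
CPM of each library on a log axis for genes that the study named or that are central to T-ALL, with DMSO in blue, E7107 in red and a bar at the mean of 3 libraries. FANCG and CHEK1 lie far lower in all 3 E7107 libraries, whereas GTF2H1 and USP7 overlap between the groups.

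SF3B1 itself, the target of E7107, took a larger share of the nascent RNA after treatment. Its level (ENSG00000115524, chromosome 2, 198254508 to 198299815) went from 489.8 ± 10.1 to 631 ± 35.7 CPM, a log2 fold change of 0.36 ± 0.05 (SE; adjusted p = 8.84e-07). The U2 snRNP and SF3 list, which holds SF3B1, went both ways. Of 25 tested, 11 rose, 8 fell and 6 did not pass, with a median log2 fold change of 0.02, and the list did not stand apart from other genes (camera adjusted p = 0.180). SF3B14, which encodes the branch-site protein p14, rose by 1.43, SNRPB2 by 1.12 and SMNDC1 by 0.67 on the log2 scale. SF3B3 (−0.55), CHERP (−0.30) and SF3B2 (−0.28) fell, and CHERP stood at 0.0013 when a trend on GC content was removed. SR protein and hnRNP genes split as evenly, with 13 higher and 15 lower of 40 (median 0.00, camera adjusted p = 0.877). In that list the splicing kinase genes CLK1 and CLK4 rose by 0.86 and 0.83, and HNRNPAB and PTBP1 had log2 fold changes of −1.47 and −1.01.

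Of 59 tested replication-dependent histone genes, 58 fell (median log2 fold change −2.45, camera adjusted p = 1.20e-25). Genes of this class mostly have no introns, and their mRNAs mostly carry no poly(A) tail. The list's call was lost with an estimated correlation (adjusted p = 0.507). The gene that did not pass was HIST1H3E (log2 fold change −0.24, adjusted p = 0.0762). HIST2H2BF fell from 378 ± 11.6 to 34.5 ± 6.67 CPM and HIST1H4I had a log2 fold change of −3.29. Single histone genes are uncertain, because the copies are nearly alike. In the G1/S and DNA replication list, 55 of 56 genes fell and 1 rose (median −2.15, camera adjusted p = 1.15e-23, and adjusted p = 0.00577 with an estimated correlation). GINS4, a part of the replicative helicase, had a log2 fold change of −4.00, behind CCNE1 and CCNE2, and ORC2 was the gene that rose (0.57). G2/M and mitosis genes were mixed, with 37 lower and 14 higher of 59 (median −0.28, camera adjusted p = 0.0166, adjusted p = 0.456 with an estimated correlation). NEK2 (1.13), ASPM (1.13) and CDC20 (0.78), which act in mitosis, rose on the log2 scale, whereas PKMYT1 (−3.55), MYBL2 (−3.54) and CDC25A (−2.82) fell. Unlike the DDR list, the G2/M and mitosis list was not split by G1/S transcription. Its call therefore does not show a fall of the mitotic programme.

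NOTCH1 and MYC, oncogenes of T-ALL, fell. The study identified CUTLL1 by PCR for a TCRb-NOTCH1 translocation, and counts per gene do not separate that NOTCH1 allele from any other. NOTCH1 (ENSG00000148400, chromosome 9, 139388896 to 139440314) went from 101 ± 19.8 to 34.3 ± 1.58 CPM, a log2 fold change of −1.53 ± 0.09 (SE; adjusted p = 1.75e-12), and MYC (ENSG00000136997, chromosome 8, 128747680 to 128753674) from 262 ± 13.4 to 139 ± 13.1 CPM, a log2 fold change of −0.91 ± 0.06 (adjusted p = 1.02e-11). Of 21 tested NOTCH1 targets, 12 fell, 5 rose and 4 did not pass (median −0.48), and the list did not stand apart (camera adjusted p = 0.153). PTCRA, the pre-T cell receptor chain (−2.73), HEY2 (−2.38) and LZTFL1 (−2.16) fell, and TRIB2 (1.92), NRARP (0.64) and CD44 (0.64) rose on the log2 scale. MYC-associated growth genes had 27 lower and 11 higher of 45 (median −0.32, camera adjusted p = 0.0414, adjusted p = 0.512 with an estimated correlation), with TERT (−2.77), PAICS (−1.80) and CAD (−1.76) lowest and MAX, the partner of MYC, highest (0.87). Of 14 T-ALL transcription factor genes 9 fell and 4 rose (median −0.27, camera adjusted p = 0.323), among them TCF7 (−1.45) and BCL11B (−1.45). T cell identity genes had 20 lower and 9 higher of 35 (median −0.48, camera adjusted p = 0.0754). CD1E, a marker of cortical thymocytes, had a log2 fold change of −2.74 and DNTT, the terminal transferase, of −2.42, whereas CCR9 (1.31) and LCP2 (1.09) rose.

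Immediate-early and AP-1 genes had the highest median of the 27 lists with at least 5 tested members. Of 35 tested, 21 rose, 6 fell and 8 did not pass (median log2 fold change 0.54, camera adjusted p = 0.000209). This call was lost with an estimated correlation (adjusted p = 0.512). The orphan receptor gene NR4A2 rose from 10.8 ± 0.364 to 235 ± 19.2 CPM, FOS from 32.0 ± 2.62 to 363 ± 14.9 CPM, and EGR2 from 0.330 to 15.3 CPM. ATF3 (−2.16), JUN (−1.50) and KLF10 (−1.44) fell. In the integrated stress and unfolded protein response list, 25 genes fell and 8 rose of 34 (median −0.63, camera adjusted p = 0.00522, adjusted p = 0.357 with an estimated correlation). The tRNA synthetase gene AARS (−2.18) and the chaperone gene CALR (−1.84) were lowest, and DDIT4 (1.83) and PPP1R15A (1.38) highest. Among 23 p53 targets, 13 fell and 5 rose (median −0.50, camera adjusted p = 0.296), with DDB2 at −2.11 and BTG2 at 2.01. Heat shock genes were divided, 10 higher and 10 lower of 23 (median −0.05, camera adjusted p = 0.763). Of 31 BCL2 family and apoptosis genes 12 rose and 13 fell (median −0.02, camera adjusted p = 0.657). BMF, which encodes a killer protein of the BH3-only group, rose from 1.55 to 14.9 CPM, and PMAIP1, which encodes NOXA, fell (log2 fold change −1.26). Interferon response genes had 20 lower and 10 higher of 35 (median −0.66, camera adjusted p = 0.183), from HERC5 (−2.53) to GBP2 (3.56).

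Cholesterol synthesis genes had 19 lower and 1 higher of 24 (median −0.85, camera adjusted p = 0.000115, adjusted p = 0.0857 with an estimated correlation), with DHCR7 lowest (−2.59). Glycolysis genes had 17 lower and 3 higher of 22 (median −0.67, camera adjusted p = 0.00946, adjusted p = 0.512 with an estimated correlation). TPI1 had a log2 fold change of −2.23, while the glucose transporter gene SLC2A3 rose by 1.96. Of 14 mitochondrially encoded genes 13 fell (median −1.85, camera adjusted p = 7.85e-06), a call that was lost with an estimated correlation (adjusted p = 0.512). MT-ATP8 had a log2 fold change of −2.28, MT-ND2 of −2.09 and MT-ND3 of −2.05. MT-ND6, the protein-coding gene on the opposite strand, rose from 565 ± 47.1 to 826 ± 146 CPM (log2 fold change 0.54, adjusted p = 4.34e-06), if reads were counted by strand, which the sources used here do not state. The mitochondrial chromosome took 3.82% to 4.47% of the reads in DMSO and 1.22% to 1.63% in E7107.

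**Figure D2:**
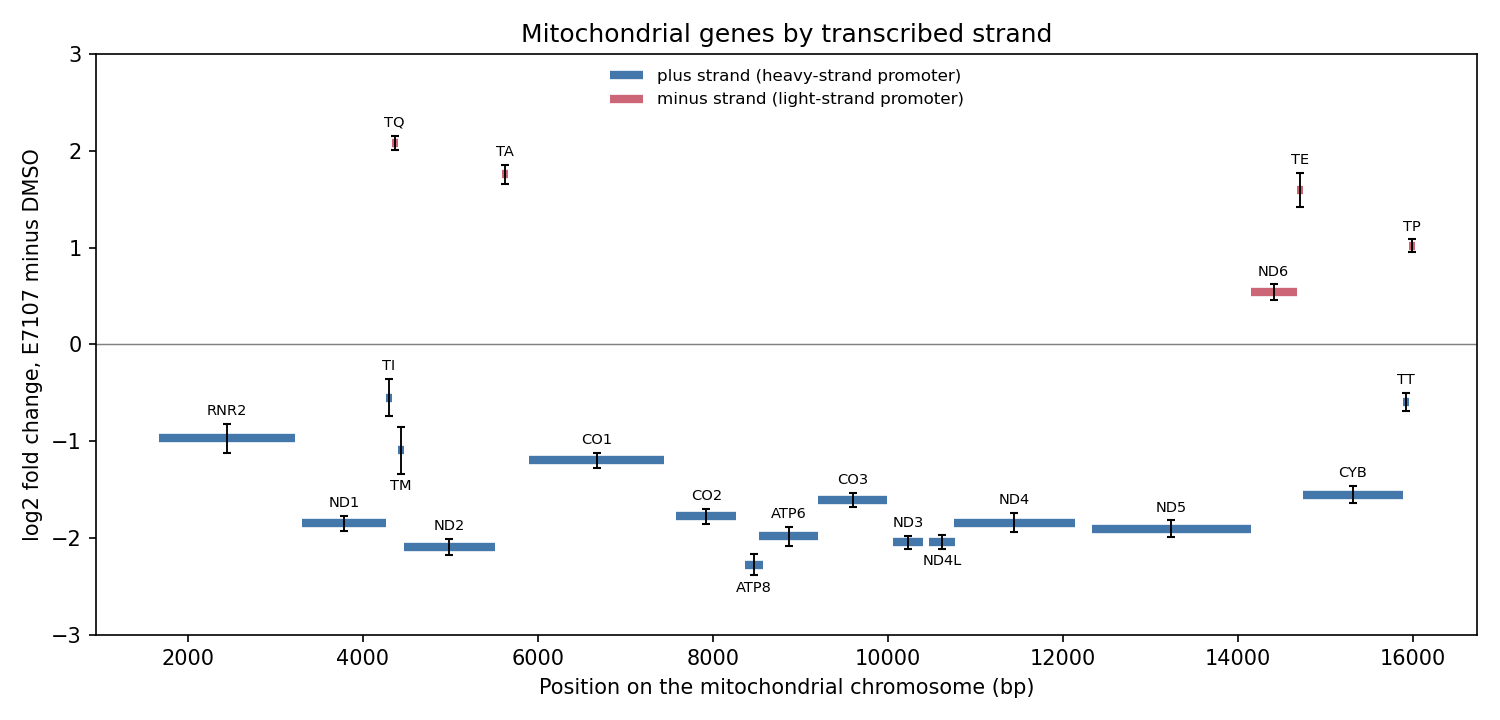
Log2 fold change, E7107 minus DMSO, of the 21 listed mitochondrial genes along the mitochondrial chromosome (position in bp), with plus-strand genes in blue, minus-strand genes in red and whiskers for the standard error of the fit. All 16 plus-strand genes lie below 0 and all 5 minus-strand genes above it, from MT-ATP8 at −2.28 to MT-TQ at 2.08.

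Of 78 cytosolic ribosomal protein genes 50 rose and 14 fell (median log2 fold change 0.28, camera adjusted p = 0.000114, adjusted p = 0.586 with an estimated correlation), from RPS13 (1.24) and RPL24 (0.88) down to RPS2 (−0.70). Proteasome genes had 28 higher and 10 lower of 45 (camera adjusted p = 0.0244, adjusted p = 0.512 with an estimated correlation). Their median was 0.25 and their mean −0.03, because the immunoproteasome subunit PSMB9 (−2.90) and the activator genes PSME1 (−2.22) and PSME2 (−2.15) fell far. The largest rise was in POMP (1.21), which encodes a proteasome assembly factor. Deubiquitinase genes had 20 higher and 11 lower of 34 (median 0.20, camera adjusted p = 0.148), with USP16 at 1.17 and USP28 at −1.74. Nonsense-mediated decay genes had 8 higher and 10 lower of 21 (median −0.02, camera adjusted p = 0.763), with the exon junction genes MAGOH (1.12) and RBM8A (1.08) higher and EIF4A3 (−0.83) lower. Of 29 R-loop resolution genes 8 rose and 13 fell (median −0.08, camera adjusted p = 0.337), from AQR (1.06) to BRCA2 (−3.55). Genes of Pol II pausing and elongation had 20 higher and 12 lower of 41 (median 0.19, camera adjusted p = 0.0517). In that list the 7SK RNA gene RN7SK, which holds the elongation factor P-TEFb inactive and has many near-copies in the genome, rose from 2567 ± 202 to 7829 ± 966 CPM, and HEXIM1, its protein partner, from 38.5 ± 0.492 to 82.3 ± 4.34 CPM. Of 23 snoRNA host genes 11 fell and 3 rose (median −0.13, camera adjusted p = 0.180), with SNHG11 at −1.08 and EEF1A1 at 0.43.

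**Figure D3:**
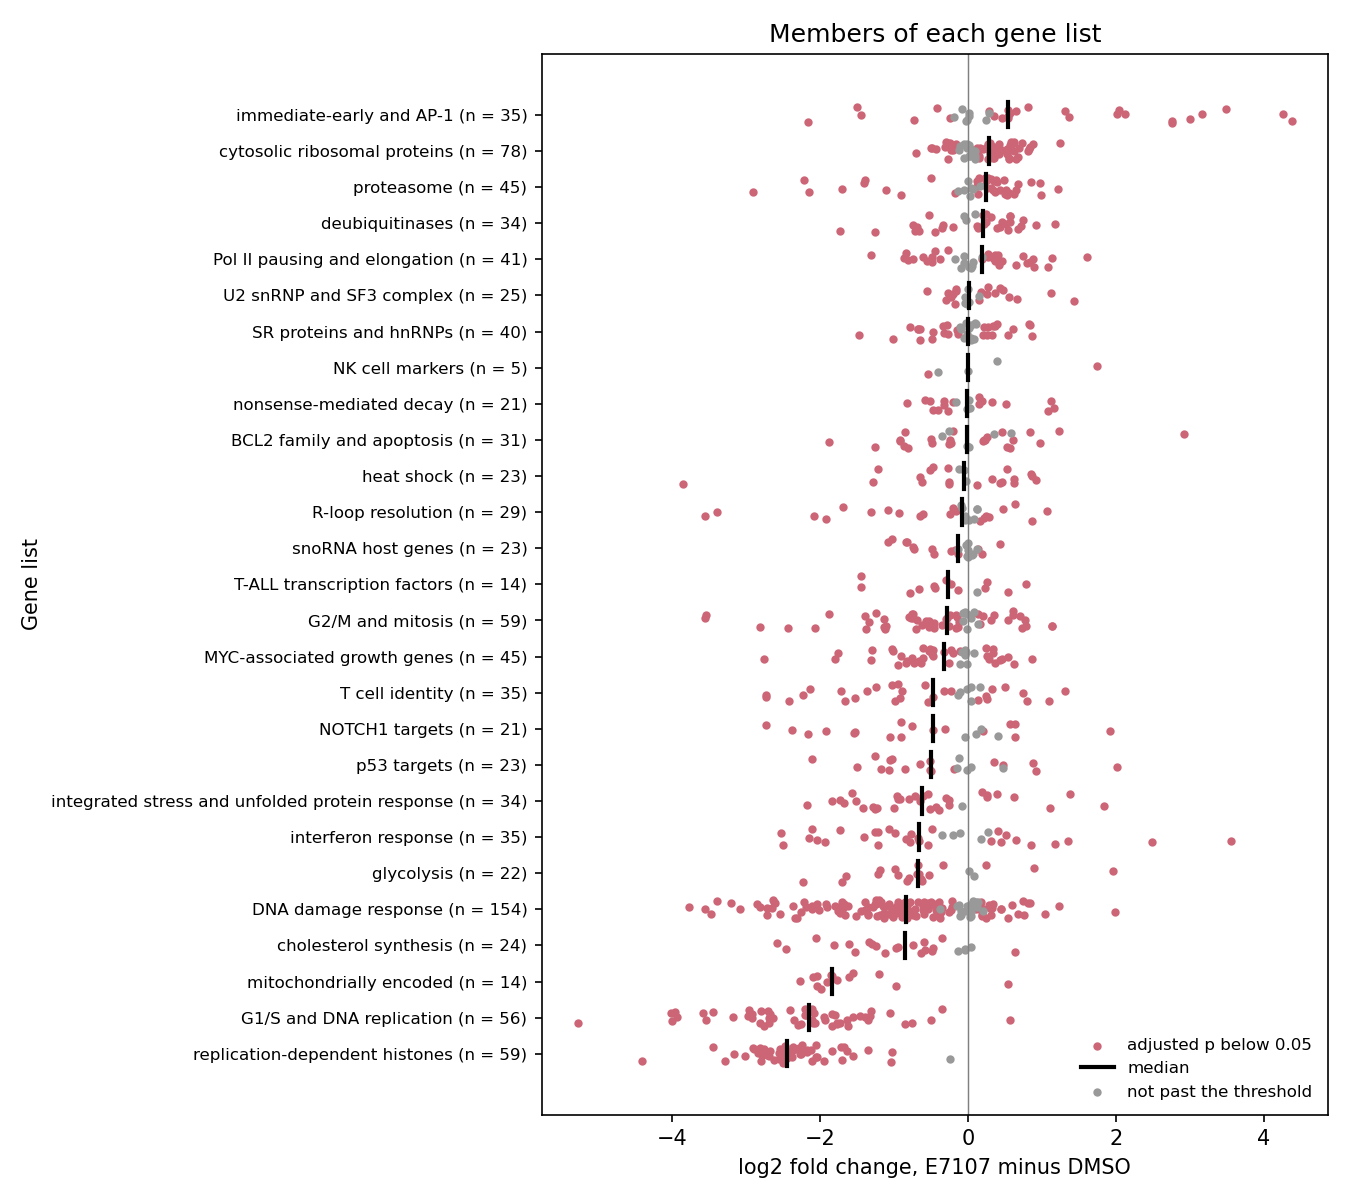
Log2 fold change, E7107 minus DMSO, of each tested member of the 27 gene lists with at least 5 tested members, with red points for an adjusted p below 0.05, grey points for the rest and a black bar at the median. The medians run from −2.45 for replication-dependent histones to 0.54 for immediate-early and AP-1 genes.

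Markers of other blood cells were mostly absent. Of the markers written for B cells 4 were tested (1 higher, 2 lower, median −0.66), for myeloid cells 1 (AIF1, log2 fold change −0.46), for erythroid cells and megakaryocytes 2 (ITGA2B 2.76, EPOR −1.39), and for NK cells 5 (1 higher, 1 lower, median 0.00, camera adjusted p = 0.717). Over the 27 lists with at least 5 tested members, 12 passed camera with the preset correlation, 3 above and 9 below the other genes, and 2 with an estimated correlation, which were the DDR and the G1/S and DNA replication lists. Counts adjusted over the list alone matched those given except for NOTCH1 targets (7 higher), p53 targets (6 higher), G2/M and mitosis (15 higher), snoRNA host genes (10 lower) and interferon response (21 lower). With median-ratio scaling of the libraries the medians of the SR protein and hnRNP, heat shock, BCL2 family, nonsense-mediated decay, R-loop and NK cell lists turned from below 0 to above it, and no direction is given for them. Camera compares a list with all other genes, whose median was below 0, so its direction was up while the median was below 0, with no call, for the heat shock, SR protein and hnRNP, BCL2 family, nonsense-mediated decay and NK cell lists.

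Gene length was examined because the study reported impaired elongation after E7107, and long genes take longest to transcribe. Fold change showed no relation to gene span over all tested protein-coding genes. Spearman's rho across 11470 genes, which are not independent replicates, was 0.00, and it ranged from −0.04 to 0.02 over the 9 pairs of a DMSO and an E7107 library. The median log2 fold change was −0.15 for 1073 genes under 5 kb, −0.16 for 5 to 20 kb, −0.19 for 20 to 50 kb, −0.06 for 50 to 100 kb and −0.14 for 2086 genes of at least 100 kb, and no class stood apart (camera adjusted p = 0.957 for each). The median log2 level of genes of at least 100 kb exceeded that of genes under 20 kb by 1.55 ± 0.02 in DMSO and 1.49 ± 0.08 in E7107 (SD, n = 3 each). The difference of −0.06 had p = 0.3 in a two-sided exact permutation test, whose smallest possible p here is 0.1. Within tertiles of mean expression rho was −0.11 in the lowest, −0.16 in the middle and −0.01 in the highest tertile, so longer genes fell somewhat more among genes of low and middle level. Counts over whole genes do not show where in a gene the polymerase lies.

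Biotypes were compared to see whether non-coding and coding genes moved alike. The small nuclear RNA (snRNA) genes stood above the rest. Of 252 tested, 113 rose and 51 fell (median log2 fold change 0.30, camera adjusted p = 0.00712). This call was lost with an estimated correlation (adjusted p = 0.209), and most snRNA genes are near-copies of each other, which makes single values uncertain. Of 11470 protein-coding genes 3883 rose and 5338 fell (median −0.15, adjusted p = 0.222), and of 1043 lincRNA genes 395 rose and 374 fell (median 0.01, adjusted p = 0.235). Antisense genes had a median of −0.13 (1084 genes), pseudogenes of 0.01 (1297 genes), sense intronic genes of 0.11 (392 genes), snoRNA genes of −0.02 (292 genes), miRNA genes of 0.02 (291 genes) and processed transcripts of −0.31 (174 genes), and none of these passed camera. Antisense and intronic genes are uncertain, because the strand setting of the counting is not given in the sources used here.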

Values the study reported

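In steady-state RNA of E7107-treated cells, an assay not analysed here, the study reported 44 affected DDR transcripts, among them FANCA, ATM, ATR and CHEK2.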

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

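The settings with TMM factors, without 7SL and 7SK RNA, with thinning and with GC correction were chosen after the results were seen. Counts of genes higher and lower stayed within 1.5 times of 5731 and 7120 in the alternatives run over all biotypes at a filter of 1 CPM. Leaving out a library in turn gave 5370 to 5621 higher and 6738 to 7091 lower. Rises made up 44.6% of calls, 49.7% with median-ratio scaling and 50.2% with DESeq2, and median-ratio scaling moved the median of all genes from −0.10 to −0.009. Genes at least 2-fold higher numbered 978 of 12378 tested with a filter at 5 CPM. Among protein-coding genes alone they numbered 806 of 11470, against 1621 of 16833 in the main test. Both settings tested fewer genes, and the share at least 2-fold higher was lower in both as well. Of 12 lists past the threshold, 2 passed with an estimated correlation, where the histones (median −2.4547) did not, and 22 passed with fry, which asks a different question and called the U2 snRNP and SF3 list (0.0151) and the NOTCH1 targets (−0.4808). Spearman's correlation of span and fold change was −0.0394 with the width column, −0.0960 over all biotypes, and −0.1114 and −0.1630 in the lowest and middle tertile of expression. The difference between long and short genes was 0.0184 in the highest tertile.

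Some values near 0 changed sign, in log2 units. With median-ratio scaling USP7 was at 0.0631, and the medians were 0.0933 for SR proteins and hnRNPs, 0.0425 for heat shock, 0.0539 for BCL2 family and apoptosis, 0.0763 for nonsense-mediated decay, 0.0143 for R-loop resolution, 0.0783 for NK cell markers and 0.0643 for snoRNA genes. USP7 was at 0.0443 with edgeR, 0.0625 with DESeq2, 0.0402 in the authors' deposited table and 0.0449 with TMM factors. GTF2H1 was at −0.0084 without mitochondrial, 7SL and 7SK genes, −0.0042 after thinning and −0.1450 after GC correction, where it passed. After GC correction ATM, at −0.0481, no longer passed, CHERP was at 0.0013, BCL2 family and apoptosis at 0.0153 and NK cell markers at 0.2532. NK cell markers stood at 0.0050 with a pseudocount of 1, and snoRNA genes at 0.1062 with a filter at 5 CPM. Leaving out a library in turn gave −0.0126 to 0.0279 for GTF2H1, −0.0603 to 0.0072 for USP7, −0.0105 to 0.0023 for SR proteins and hnRNPs, −0.1174 to 0.0265 for BCL2 family and apoptosis, −0.0651 to 0.0219 for nonsense-mediated decay, −0.3224 to 0.2530 for NK cell markers, −0.0137 to 0.0296 for lincRNA genes, −0.0160 to 0.0357 for pseudogenes and −0.0333 to 0.0022 for snoRNA genes. For named genes, lists other than the primary ones and biotypes other than snRNA, 4316 of 4421 values kept direction and side of the threshold. Of the rest, 56 no longer passed, 15 passed where the value given had not, and 34 changed sign. Named genes were largely picked because they passed, so a high share that kept its call was likely in advance.

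With the replicate block, 5756 genes were higher and 7155 lower. Replicates with the same number did not deviate together (correlations of 0.045, −0.006 and 0.028), and not every library correlated best with its own number, so the numbers do not pair the libraries.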

Other observations

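The tests of the G1/S programme and of both explanations for the mitochondrial strands, the comparison without overlapping genes, and the T cell activation list were chosen after the results were seen. Other genes that activated T cells switch on rose beside CTLA4. A list of 43 T cell activation genes was written after the largest changes were known and is not independent of them. Of these, 20 passed the filter on low values, and 16 rose and 2 fell (median log2 fold change 2.75). The filter favours rises here, because members silent in both groups were not tested and CTLA4, HAVCR2, CD200R1 and EGR2 had means under 1 CPM in DMSO. RGS1, a regulator of G protein signalling, went from 207 ± 23.2 to 2362 ± 150 CPM (SD, n = 3), and the costimulatory receptor gene ICOS from 22.3 ± 1.71 to 129 ± 0.762 CPM. CD200R1, RGS2 and PDE4B rose by 4.42, 4.03 and 4.02 on the log2 scale, while the cytokine gene IL4 (−2.29) and CD274 (−1.68), which encodes PD-L1, fell. Fold change also followed GC content. The median log2 fold change of protein-coding genes was 0.07 in the fifth with the lowest GC content (median 38.0% GC) and −0.43 in the fifth with the highest (60.9% GC), where 18.0% of genes rose and 56.6% fell.

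The fall of DDR genes lay mostly in those that cycling cells transcribe at G1/S and in S phase. Of 67 such members 61 fell and 3 rose (median −1.36), and of the 87 other members 45 fell and 25 rose (median −0.24), which put the latter −0.14 from the median of all tested genes, and they did not pass camera. Bias by GC content and by depth is argued against, since the list still lay −0.67 from all genes after a GC trend was removed and −0.72 after thinning to equal depth. A lower share of cells transcribing the G1/S programme may therefore account for most of the fall of the list, as a hypothesis, although single genes outside the programme such as RAD51B (−3.21) and XRCC3 (−2.64) fell too. In bulk libraries fewer cells in S phase and less transcription per cell cannot be separated, and this stays open with a direct effect of E7107. By DNA staining, the study reported a G2/M arrest of CUTLL1 cells after E7107 at the same dose and time. Its text gives no share of cells in S phase, so the staining was not compared with the values here.

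Of 295 genes with a mean under 1 CPM in DMSO that rose at least 4-fold, 135 (45.8%, exact binomial 95% interval 40% to 51.6%) had a gene of at least 5 CPM on the same strand ending within 20 kb upstream, against 30.8% of 1992 other genes with a mean under 2 CPM in DMSO, and they had 4.66 times as many such genes upstream as downstream, against 2.17 times. Without genes that overlap such a gene, which were 4.75% of the risen and 29.6% of the others, the shares were closer, 47.7% against 39.5% (Fisher's exact test, p = 0.0115), and the ratios 4.96 and 2.45 (Fisher's exact test, p = 0.00157). IQUB begins 1.92 kb past the end of NDUFA5, TBR1 4.38 kb past PSMD14, FNDC7 10.9 kb past PRPF38B and RASL11A 13.6 kb past RPL21. Read-through from the upstream gene may thus add to some of these rises, as a hypothesis that assumes counting by strand, but CTLA4 lies 129 kb from such a gene, and how much read-through adds stays open. Pseudogenes, which can share reads with parent genes, made up 21.7% of the 295, and in these reads shared with the parent cannot be told apart from transcription of the pseudogene itself.

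Mitochondrial genes moved apart by annotated strand, and whether reads were counted by strand is not stated in the sources used here. The 16 plus-strand genes, made from the heavy-strand promoter, all fell (median −1.81), and the 5 minus-strand genes, MT-ND6 and the tRNA genes MT-TQ, MT-TA, MT-TE and MT-TP, all rose (median 1.60). The gap of 3.40 on the log2 scale (3.04 to 3.54 over the 9 pairs of libraries) argues against scaling, which moves all genes of a library alike. With less carry-over of unlabelled stable RNA into the E7107 libraries, the ribosomal protein genes were predicted to fall as well. They did not, with a median of 0.28 and 97.4% of members above −0.50. A rise in their new RNA would hide a loss of carried-over RNA, so carry-over is not excluded. A different effect of E7107 on the output or stability of the 2 strands is also possible. This hypothesis was not tested further and needs counting by strand.

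Genes without introns stood above those with introns. Outside the histones, 200 intronless protein-coding genes had a median log2 fold change of 0.30 and 11040 intron-containing genes of −0.15, a difference of 0.44 (bootstrap 95% interval over genes 0.27 to 0.56, camera p = 0.00251, and p = 0.353 with an estimated correlation). It was 0.45 after the GC trend was removed. The histone genes, most of which have no introns either, went the other way (median −2.45). The G1/S and DNA replication list had a median of −2.15. The fall of the histones cannot be told apart from that of the G1/S programme, so it is no test of introns.

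With 3 libraries against 3 there are 10 splits, too few for a share under 5%. The real split called 12851 genes and 4784 genes at least 2-fold, and the highest of the others 0 and 0, so it was 1 of 10 in both. Every other split puts DMSO and E7107 libraries in both of its groups. The treatment effect then widens the spread within groups and partly stays between them, so these splits cannot show what chance alone would give. For gene lists the real split gave 12 and the highest other 9 (1 of 10). For biotypes and span classes it gave 1 and the highest other 3, and 4 of 10 splits gave as many.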
